A study of Homo sapiens with 44 samples. Its data were reported in "The unique transcriptional response produced by concurrent estrogen and progesterone treatment in breast cancer cells results in upregulation of growth factor pathways and switching from a Luminal A to a Basal-like subtype" (2015).

How the data were processed

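Steady state transcript levels were measured in ZR-75-1, an established human breast cancer cell line that carries estrogen and progesterone receptors. Per the labels, cells in 6-well plates received 10 nM estradiol (E2) or ethanol vehicle for 72 h. Hormones were then overlaid onto the existing medium as concentrated stocks, so that the priming medium was not removed, and the additions were timed in reverse so that all cultures were collected together. The overlay held vehicle for 0, 4, 8 or 16 h, 10 nM progesterone (P4) or 10 nM medroxyprogesterone acetate (MPA) for 4, 8 or 16 h, or 10 nM E2 alone, with P4 or with MPA for 16 h. Estrogen pretreated cells are called E2p. Cells that had vehicle in both steps for 72 and 16 h are called unprimed. The labels put the 44 arrays in 14 groups, 13 of them with 3 arrays and E2p E2+P4 16 h with 5. Replicates are numbered in the labels without a statement that they came from separate cultures beyond their wells, so p-values measure only the spread between these samples, which may be technical.

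Labelled RNA was hybridised to Affymetrix Gene ST arrays. The deposited table gives 1 value per transcript cluster and array, which the authors obtained with RMA (background correction, quantile normalization and summarisation of probes), and the values are on the log2 scale. RMA and limma are named in the submitters' processing notes with no version. Scanner files were not used here, so the background of single probes was not examined. The labels and the study name the Gene 1.0 ST design, whereas the cluster identifiers matched the annotation of the Gene 2.0 ST design, and the names below rest on that annotation. The table held 53617 clusters with 0 missing values and values from 0.962 to 14.3. All columns matched a sample. Of the clusters, 16098 had 1 gene symbol, 0 had several and 37519 were unnamed here, which gave 14884 distinct symbols after older symbols were updated through RefSeq gene names (assembly GRCh38.p14, used for names only). Unnamed clusters entered the counts but are not described. NR3C1, SERPINA3, TNFSF11 and WNT4, which had been fixed for reporting, were among the genes not analysed here, and 1 further gene so fixed is not reported here.

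The same deposited log2 values were tested without a further transformation. A cluster entered the tests when its value was above the 30th percentile of its array on at least 3 arrays, which left 41374 clusters and 13466 named genes. Where a gene had several clusters, the cluster with the highest mean over all arrays stood for it. Group means of all 14 groups were fitted together with limma 3.58.1 in R 4.3.3, which left 30 residual degrees of freedom per cluster. Comparisons used the two-sided Bayesian moderated t-statistic with Benjamini-Hochberg correction, and a cluster is called regulated at an adjusted p of at most 0.05. P4 and MPA were each compared with the vehicle overlay of the same length, and MPA was compared directly with P4. A moderated F-statistic over 4, 8 and 16 h of P4 against the 16 h vehicle was fitted on 12 arrays alone with an adjusted p of at most 0.0001, and another F-statistic compared the 4, 8 and 16 h vehicle overlays with 0 h. The study's methods state that threshold for a moderated t-statistic, on a smaller set of filtered transcripts. Errors of log2 changes are standard errors (SE) of the fit, levels are given as mean ± SD of the arrays of a group, and intervals are 95% confidence intervals that were not corrected for the number of clusters. The 30th percentile lay between 4.47 and 4.60 on the arrays. A gene at or under it on every array of a group was taken as not above background there, and its change is given as a lower bound from that percentile, a rule added after the values were seen. The limma test applies to every adjusted p below unless another test is named.

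The number of arrays limits the precision. On simulated values for the same clusters with 200 of them changed, the fit recovered 37.3% of changes of 0.5 log2, 86.6% of changes of 1 and 98.5% of changes of 2 in the comparison of P4 with vehicle at 16 h, while 0.0267% of unchanged clusters were called. In the comparison of E2+P4 with E2 the shares were 37.3%, 91.0% and 100%, with 0.0121% of unchanged clusters called. With no change simulated, 0% of clusters were called for MPA at 16 h. The simulated noise was independent between arrays, with 1 SD per cluster for all groups. Deviations shared between real arrays and the wider spread of the E2+P4 arrays were not simulated. The shares are therefore not error rates of the real comparisons.

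Before the data were examined, the groups, the tests, the filter, the rule for named genes, the alternatives and 26 gene lists were fixed. The rule took the largest changes in each direction among regulated named genes (8 for priming, for P4 at 16 h and for E2 re-addition, 5 for the other comparisons, the 5 smallest p for the vehicle overlays and 3 per time class), up to 4 regulated members of each list by absolute change, any member of a short list, and 19 genes with roles in hormone response. In the lists, 433 symbols were named, of which 271 were measured and passed the filter. The lists were estrogen-induced targets, progestin-induced targets, androgen-induced targets, steroid receptors, ErbB receptors and ligands, ErbB signal transducers, ErbB feedback regulators, immediate early genes, G1/S and DNA replication, G2/M, the PAM50 classifier, the cancer genes of the 21-gene recurrence score, reference genes, luminal markers, basal and myoepithelial markers, Wnt pathway, IL-6 and JAK-STAT, TGF-beta and BMP, cell adhesion and junctions, lipid and sterol synthesis, interferon-induced genes, hypoxia-induced genes, the unfolded protein response, and markers of fibroblasts, immune cells and endothelial cells. Each was tested in 8 comparisons with camera in limma, with the correlation between genes estimated from the residuals, and p-values were corrected over all 208 tests. For members of a list, the count over all clusters tested is given beside the count adjusted over the list alone. All gene list calls given as such hold with the estimated correlation.

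An unscaled recurrence score was computed per array as the published weighted sum of the cancer genes, without the limits and the reference gene scaling of the RT-PCR assay, from 14 of the 16 genes (ERBB2 and SCUBE2 were not analysed here). It was compared with two-sided exact permutation tests within time points. A progestin response score was added after the counts were seen. It is the mean, over the 711 clusters regulated by at least 2-fold by both progestins at 16 h, of the change from the mean of the 16 h vehicle arrays, signed by the direction of the response. It rests on the P4 and MPA arrays at 16 h and is used to set arrays beside each other, not as a test.

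The labels number the replicates alike in all groups. Alternatives were the replicate number as a block, no filter or a 50th percentile filter, fits of the compared arrays only, quantile normalization of the deposited values, a stricter threshold, array weights, other vehicle controls, other set tests and leaving out each array in turn. Alternatives chosen after seeing the data were the interquartile range of each array as a covariate, the fit without 2 vehicle arrays of narrow range, the fit without the E2+P4 arrays, and the test of whether fresh E2 altered the difference between MPA and P4. Comparisons that share vehicle arrays also share their chance values, and the correlation and covariance that unchanged groups would give against the same arrays were simulated. Assignment to PAM50 subtypes, P4 or MPA in unprimed cells, and protein levels were not analysed here. Figures were drawn with matplotlib 3.10.9.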

Results

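Transcript levels were profiled in ZR-75-1 breast cancer cells on 44 arrays, 3 per group in 13 groups and 5 in the group that received E2 with P4. The unprimed group had vehicle throughout. All other groups were estrogen pretreated (E2p) with 10 nM E2 for 72 h and then received an overlay of vehicle for 0, 4, 8 or 16 h, of 10 nM P4 or 10 nM MPA for 4, 8 or 16 h, or of 10 nM E2, E2+P4 or E2+MPA for 16 h. P4 is the natural progestin. MPA is a synthetic progestin that carries a methyl and an acetoxy group which P4 lacks. Array medians lay between 5.52 and 5.67 on the log2 scale and interquartile ranges between 2.89 and 3.14. The most similar pair of arrays correlated at 0.993 over clusters, and no array repeated another. Of the 44 arrays, 16 lay nearest to the mean of their own group when that mean was taken without them. In groups of 3 that mean rested on fewer arrays than those of other groups, which by itself lowers the count. Small differences between groups may still be of the size of the spread between arrays.

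The first comparison asked what E2 priming did without any progestin, with E2p and unprimed cells both collected after 72 h and a further 16 h of vehicle (n = 3 per group). The priming medium was not removed, so E2p cells stayed in it during those 16 h. E2 priming raised steady state levels of GREB1, an early estrogen-responsive gene, 10.8-fold (log2 change 3.43 ± 0.07, SE, adjusted p = 2.93e-28). PGR, which encodes the progesterone receptor, rose 4.38-fold, from 9.75 ± 0.09 to 11.88 ± 0.05 (SD). ADRA2A, an adrenergic receptor gene, rose by a log2 change of 3.15 ± 0.20, the scaffold gene PDZK1 by 3.06 ± 0.18, the neuropeptide receptor gene NPY1R by 2.95, the cytokine gene IL20 by 2.86, the GDNF co-receptor gene GFRA1 by 2.81, the orphan receptor gene GPR139 by 2.79 and the chemokine gene CXCL12 by 2.64. Among genes that fell, VGLL1, a partner of TEAD transcription factors, changed by -3.20 ± 0.13, ERP27 by -2.78, the immune checkpoint gene VTCN1 by -2.53, the keratin gene KRT80 by -2.51, GDPD3 by -2.40, OXGR1 by -2.27, the sphingolipid transporter gene SPNS2 by -2.18 and KMO, of the kynurenine pathway, by -2.07.

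In total 3102 clusters were regulated by priming, 1054 higher and 2048 lower, of which 165 and 240 changed by at least 2-fold. Of the calls, 34.0% were higher, whereas 46.8% were higher (1532 against 1745 lower) when the interquartile range of each array entered the fit. In a fit of the compared arrays only, 962 clusters passed, and 6258 with array weights. Of 19 measured estrogen-induced targets, 17 rose and 1, CA12, fell (camera adjusted p = 4.08e-05), with the same 17 and 1 when adjusted over the list alone. TFF1, a classical estrogen target, rose from 11.37 ± 0.16 to 12.26 ± 0.03. MYC rose by 1.01 ± 0.11, the cyclin gene CCND1 by 0.43 ± 0.07 and the lysosomal protease gene CTSD by 0.36 ± 0.05. ESR1, the estrogen receptor gene, fell by 0.36 ± 0.11 and EGF by 0.65 ± 0.10. EGFR (0.28 ± 0.11) and the proliferation marker MKI67 (0.13 ± 0.09) did not pass the test. Within cell adhesion and junctions 8 of 13 members fell and 0 rose (8 and 1 adjusted over the list alone), led by CLDN4 (-0.96) and DSC2 (-0.85), although the list as a whole did not pass (adjusted p = 0.120). Among immediate early genes JUN changed by -1.94 and EGR3 by 1.47, and the list did not pass the test (3 higher and 5 lower of 16, also when adjusted over the list alone, adjusted p = 0.808).

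P4 was then compared with the vehicle overlay of the same length in E2p cells (n = 3 per group). After 4 h, FZD8, a Wnt receptor gene, had risen 10.6-fold (log2 change 3.40 ± 0.10, adjusted p = 3.63e-23), the tight junction gene CLDN8 by 3.06 ± 0.16, the microRNA gene MIR21 by 2.73 ± 0.27, RNF122 by 2.64 and the Notch ligand gene JAG1 by 2.59. MIR181B1 fell by 2.41 ± 0.18, GPR139 by 2.11, FOXA1, whose product opens chromatin for the estrogen receptor, by 1.98 ± 0.16, MIR181A1HG by 1.87 and C6orf141 by 1.68. In all 3270 clusters were regulated at 4 h, 1882 higher and 1388 lower, and 443 against 69 changed by at least 2-fold. In a fit of the compared arrays only, 735 clusters passed, and 5636 with array weights.

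After 8 h, 5493 clusters were regulated (2507 higher and 2986 lower, and 8952 in all with array weights), and the balance turned to 3608 higher and 3131 lower with the interquartile range of each array in the fit. The largest increases were in HS3ST6 (3.42), MIR21 (3.38), ZBTB7C (3.29), TFCP2L1 (3.21) and P3H2 (3.06), and the largest decreases in GPR139 (-2.64), PXK (-2.53), GLYATL3 (-2.51), the survival gene BCL2 (-2.42) and PGR (-2.26). After 16 h, 6549 clusters were regulated, 3271 higher and 3278 lower (4165 and 4007 with the interquartile range in the fit, and in all 3563 in a fit of the compared arrays only and 11510 with array weights). SCEL, which encodes a precursor of the cornified envelope, had risen at least 14.7-fold (adjusted p = 2.33e-16), from a vehicle level under the 30th percentile of the arrays, so that its measured change of 5.29 is not an exact one. The late cornified envelope gene LCE3D rose by 4.20 ± 0.34, the collagen hydroxylase gene P3H2 by 4.14 ± 0.17, the transcription factor gene TFCP2L1 by 3.61, the sphingolipid phosphatase gene SGPP2 by 3.55, the acyl-CoA synthetase gene ACSL1 by 3.43, MIR21 by 3.37 and TMEM63C by 3.33. The noncoding DSCAM-AS1 fell by 4.28 ± 0.26, GPR139 by 3.38, PGR by 3.05 ± 0.13, the adhesion gene NRCAM by 2.93, STC1 by 2.87, GLYATL3 by 2.80, the chemokine gene CCL2 by 2.74 and ADRA2A by 2.73.

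Transcripts of PGR and ESR1 fell. PGR went from 11.88 ± 0.05 under vehicle to 8.83 ± 0.08 after 16 h of P4, beside 9.75 ± 0.09 in unprimed cells, and ESR1 from 9.78 ± 0.09 to 7.68 ± 0.09. Of the 3 measured steroid receptors, 2 fell and ESR2 did not pass the test adjusted over all clusters. Adjusted over the list alone, 2 were lower at 8 and 16 h and all 3 at 4 h. The list gave a camera adjusted p of 0.0115 at 8 h, 0.0105 at 16 h and 0.0972 at 4 h. EGFR, the receptor for epidermal growth factor, rose by 0.89 ± 0.11 at 4 h, 1.52 at 8 h and 1.67 ± 0.11 at 16 h, and its ligand gene EGF by 2.18 ± 0.10, 2.06 and 1.84 ± 0.10. FKBP5, a steroid receptor cochaperone, rose by 2.32 ± 0.14 at 16 h, STAT5A by 1.87 ± 0.20, SEPTIN4 by 1.33 ± 0.10 and THOC5 by 0.54 ± 0.11. MYC fell by 0.76 ± 0.11 and TFF1 by 0.60 ± 0.12, whereas CCND1 (0.25 ± 0.07) and MKI67 (0.27 ± 0.09) rose slightly. GREB1 (-0.11 ± 0.07) and CTSD (-0.10 ± 0.05) did not pass the test at 16 h.

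**Figure D1:**
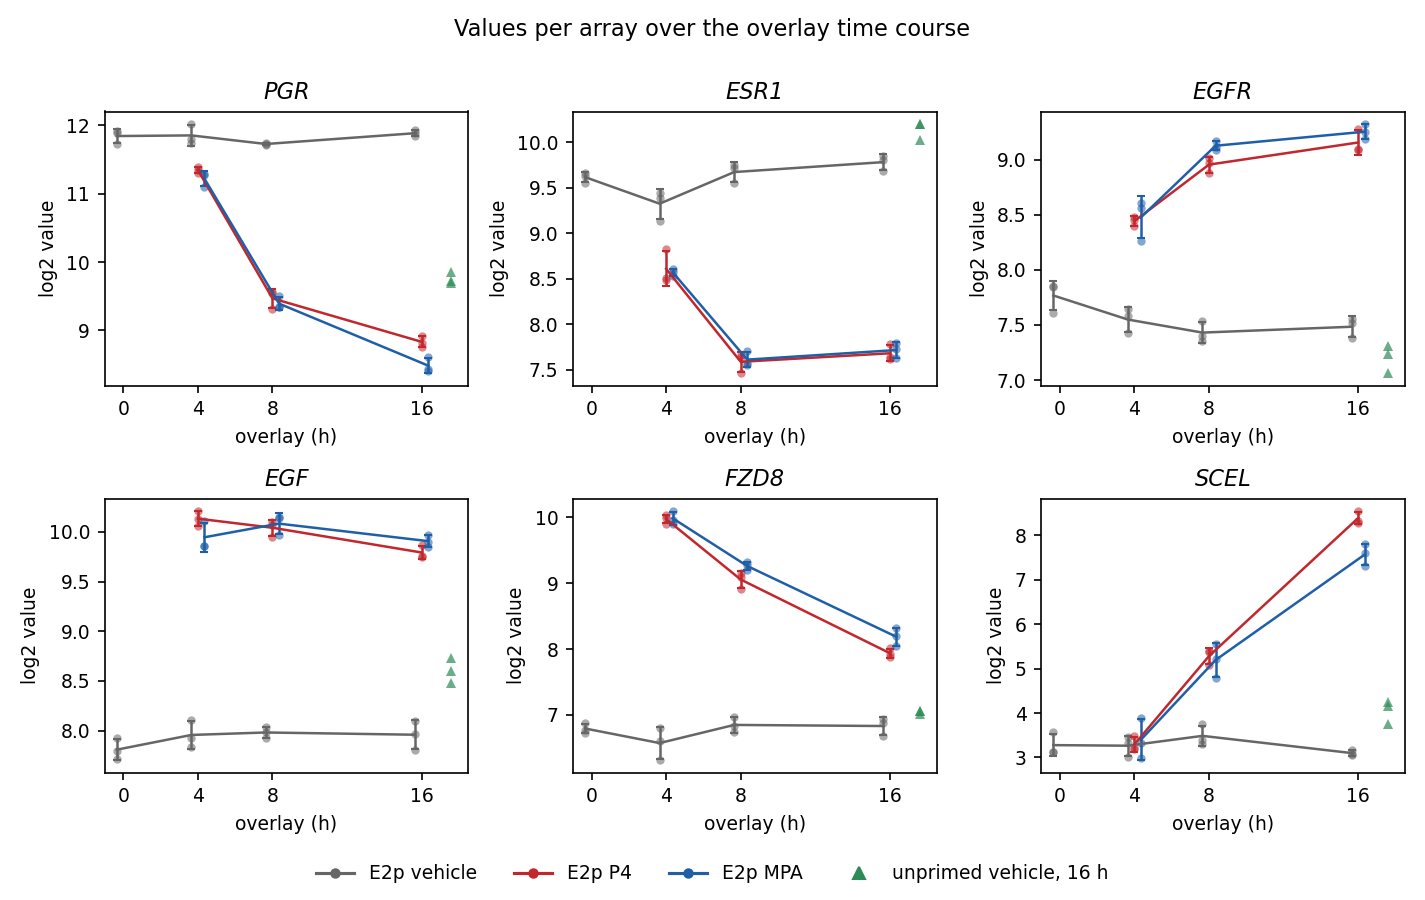
Log2 values of 6 genes on single arrays (points) against hours of overlay in E2p cells given vehicle, P4 or MPA, with lines through group means and bars of 1 SD (n = 3 per group); triangles are unprimed cells. PGR and ESR1 fell under both progestins (PGR from 11.88 to 8.83 with P4 at 16 h), EGFR and EGF rose at 4 h and stayed higher, FZD8 was highest at 4 h, and SCEL rose after 4 h.

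To follow the response over time, the P4 effect at 16 h was tested against the effect at 4 h, which differed for 2775 clusters (1419 higher and 1356 lower at 16 h), or for 1224 in a fit of the compared arrays only and 5784 with array weights. In a sustained class, with calls of the same direction at all 3 times and no difference between 16 and 4 h, 769 clusters were higher (433 named genes) and 407 lower (216 named genes). MIR21, the metalloreductase gene STEAP4 (2.20, 2.70 and 2.66 at 4, 8 and 16 h) and CLDN8 led the increases, and CCL2, the transcription factor gene SOX2 (-2.25 at 16 h) and SLFN5 (-2.15 at 16 h) the decreases. An early transient class held 270 higher and 221 lower clusters. RNF122 went from 2.64 at 4 h to 0.28 at 16 h, JAG1 from 2.59 to 0.22 and DKK1, a secreted Wnt antagonist gene, from 2.53 to 0.22, while SMAD6 went from -1.64 to 0.07, with EDN1 (-1.38 at 4 h) and SERTAD4 (-1.32 at 4 h) beside it. In the class whose effect grew, 1093 clusters were higher, among them SCEL (at least 0.78 at 8 h), LCE3D and P3H2, and 946 were lower, among them DSCAM-AS1 (-0.40 at 4 h, -2.05 at 8 h), GPR139 and PGR. A class says only what passed these tests, since a missed threshold at 16 h does not show a return to the vehicle level. With the F-statistic over 12 arrays and the 16 h vehicle as control, 1021 clusters from 581 named genes passed the stricter threshold of 0.0001. In the same fit, the moderated t-statistic at 4 h called 298 clusters higher and 83 lower at that threshold. For the F-statistic, leaving out any of the 12 arrays gave between 549 clusters, without replicate 2 of the 16 h vehicle, and 779, without its replicate 3. Array weights gave 2220.

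Among the fixed gene lists, progestin-induced targets rose at all times. Of 15 measured, 10 rose at 4 h, 12 at 8 h and 14 at 16 h (adjusted p = 0.000414, 0.000391 and 0.000391), and 13, 13 and 14 rose when adjusted over the list alone, with 1 lower at 8 h. HSD11B2, which inactivates cortisol, rose by 3.04 ± 0.10 at 16 h, and ERRFI1, an inhibitor of the EGF receptor, by 1.61. Of 19 estrogen-induced targets, 13 fell at 16 h and 1 rose (adjusted p = 0.0124; 13 and 1 adjusted over the list alone), with PGR at -3.05, CXCL12 at -2.50, PDZK1 at -2.40 and MYB at -1.69, while the list did not pass at 4 or 8 h (adjusted p = 0.787 and 0.370). In the Wnt pathway 6 of 17 members rose and 3 fell at 4 h, also when adjusted over the list alone (adjusted p = 0.0148). FZD8, DKK1, LEF1 (1.54) and FZD5 (1.28) rose, of which DKK1 encodes an antagonist, and FZD2 (-0.51), AXIN2 (-0.53) and LRP5 (-0.34) fell. At 8 and 16 h the Wnt list did not pass (adjusted p = 0.297 and 0.584). ErbB feedback regulators passed at 8 h (6 of 10 higher and 1 lower, also when adjusted over the list alone, adjusted p = 0.0303), with SPRY4 at 1.68, ERRFI1 at 1.33, the MAP kinase phosphatase gene DUSP4 at 1.16 and LRIG1 at 0.98, and SOCS3 at -0.41. They did not pass at 4 h (4 higher and 2 lower, also when adjusted over the list alone, adjusted p = 0.210) or at 16 h (6 and 0, or 8 and 1 adjusted over the list alone, adjusted p = 0.0690). Lipid and sterol synthesis rose at 16 h in 14 of 15 members (adjusted p = 0.00689; 14 adjusted over the list alone) and did not pass at 4 or 8 h (adjusted p = 0.752 and 0.0690). HMGCS1, of the mevalonate pathway, rose by 1.28, INSIG1 by 1.23 and the fatty acid synthase gene FASN by 1.22 ± 0.11.

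Other lists had regulated members but did not pass the test against other genes at 16 h, and for these the counts adjusted over the list alone follow in brackets. In G1/S and DNA replication 19 of 22 members rose and 0 fell (21 and 0), with GINS2 at 0.90, the cyclin genes CCNE1 at 0.89 and CCNE2 at 0.87, and E2F1 at 0.87, but the adjusted p was 0.0670 with the estimated correlation. Cell adhesion and junctions gave 10 higher and 0 lower of 13 (10 and 0; adjusted p = 0.0654), with the desmosomal genes PKP2 at 0.95, DSP at 0.85 and DSG2 at 0.80. Of 12 ErbB receptors and ligands, 5 rose and 3 fell (7 and 4; adjusted p = 0.440), and ERBB4 changed by -2.35 against the increases of EGFR and EGF. Of 17 ErbB signal transducers, 9 rose and 1 fell (12 and 1; adjusted p = 0.0938), with STAT5A at 1.87, JAK2 at 1.31 and STAT5B at 0.82, and IRS1, an adaptor of the insulin receptor, at -1.41. In immediate early genes 9 of 16 rose and 1, MYC, fell (11 and 1; adjusted p = 0.250), with JUN at 2.27 and KLF6 at 1.15. IL-6 and JAK-STAT gave 5 higher and 1 lower of 14 (6 and 2; adjusted p = 0.396), with the receptor gene LIFR at 1.85 and CISH at -0.61. Of 12 luminal markers, 2 rose and 6 fell (2 and 6; adjusted p = 0.299), led by ESR1, FOXA1 (-1.42), GATA3 (-0.80) and the prolactin receptor gene PRLR (-0.71). Of 5 measured basal and myoepithelial markers, KRT5, a keratin of basal cells, was the 1 that rose, by 0.81, 1.19 and 1.28 at 4, 8 and 16 h (1 and 0 at 16 h; adjusted p = 0.697 for the list). TGF-beta and BMP gave 1 higher and 3 lower of 9 (1 and 4; adjusted p = 0.528), with BMP4 at -1.42 and SKIL at 1.36. G2/M genes gave 4 higher and 3 lower of 22 (4 and 3; adjusted p = 0.908), with the phosphatase gene CDC25C at -0.44 and KIF23 at 0.40. The unfolded protein response gave 2 higher and 3 lower of 10 (2 and 3; adjusted p = 0.752), with SESN2 at -0.43 and XBP1 at -0.34. Of 11 hypoxia-induced genes, 4 rose and 1 fell (4 and 3; adjusted p = 0.324), with NDRG1 at 1.33 and BNIP3 at 0.96. Androgen-induced targets gave 1 higher and 1 lower of 5 (1 and 1; adjusted p = 0.584), with STEAP4 at 2.66 and PIP at -0.59, and of 7 interferon-induced genes RIGI rose, by 0.78 (1 and 0; adjusted p = 0.462). Markers of cell types that a culture could hold besides epithelium had few measured members, and of the 1 fibroblast, 2 immune cell and 5 endothelial markers 0 were regulated by P4 at 16 h in limma, also when adjusted over the list alone (list adjusted p = 0.916, 0.978 and 0.752). Of the reference genes, GAPDH alone was measured and changed by -0.26 ± 0.06 at 4 h and 0.03 ± 0.06 at 16 h.

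**Figure D2:**
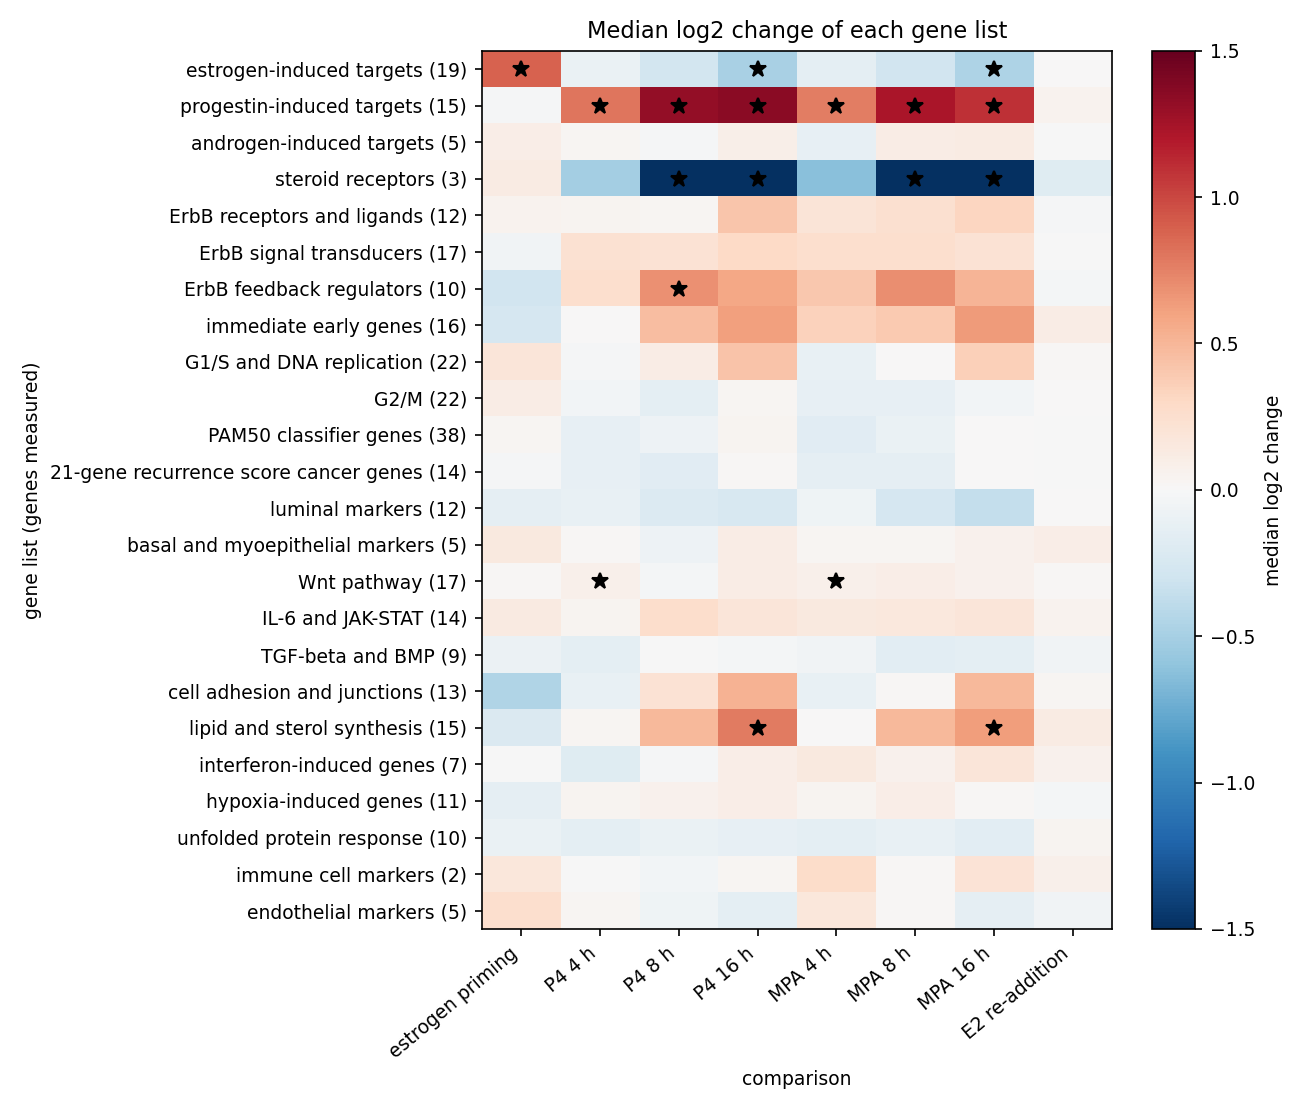
Median log2 change (colour) of each gene list with at least 2 measured genes in 8 comparisons, with the number of genes measured in brackets; colours beyond 1.5 in either direction are not graded further. Stars mark the camera calls, such as estrogen-induced targets after priming (adjusted p = 4.08e-05) and progestin-induced targets under P4 and MPA at all times.

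The tools used for tumour subtyping were examined through their genes. Of the PAM50 genes, 38 were measured and 27 of these were regulated by P4 at 4, 8 or 16 h, and 8 passed the F-statistic over 12 arrays at 0.0001. At 16 h, 11 rose and 11 fell, also when adjusted over the list alone (adjusted p = 0.805), with EGFR at 1.67, PGR at -3.05, BCL2 at -2.62 and ESR1 at -2.10. Of 14 genes of the recurrence score, 1 rose and 3 fell at 16 h, also when adjusted over the list alone (adjusted p = 0.396). For both of these lists the test pointed lower while the median change was slightly above 0 (0.04 and 0.02). The unscaled recurrence score was 0.520 lower in primed than in unprimed cells (-0.520, two-sided exact permutation p = 0.1, the smallest that 3 against 3 arrays allow). P4 raised it by 0.532 over the 3 times together (9 against 9 arrays, two-sided exact permutation within times p = 0.0025, smallest possible 0.00025). By time the difference was 0.0452 at 4 h (exact permutation p = 1), 0.627 at 8 h and 0.925 at 16 h (exact permutation p = 0.1 for each, the smallest possible). At 16 h the fall of PGR, BCL2 and ESR1 contributed 0.311, 0.223 and 0.143 to the difference.

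MPA was compared with vehicle and directly with P4 at the same dose of 10 nM and the same times (n = 3 per group). At 4 h, FZD8 rose by 3.41, MIR21 by 2.69 and STEAP4 by 2.61, and FOXA1 fell by 2.21. At 8 h, TFCP2L1 rose by 3.29, P3H2 by 3.18, STEAP4 by 3.18 and MRAS by 3.11, and CCL2 fell by 2.58. At 16 h, SCEL rose by at least 3.05, P3H2 by 4.09 and SGPP2 by 3.64, while DSCAM-AS1 fell by 4.33, PGR by 3.40 ± 0.13 and STC1 by 3.16. MPA regulated 3427 clusters at 4 h (1721 higher and 1706 lower), 5901 at 8 h (2608 and 3293) and 6611 at 16 h (2780 and 3831). With the interquartile range in the fit the splits were 2249 and 1650, 3714 and 3231, and 3972 and 3688, so that the excess of decreases at 8 and 16 h turned. Fits of the compared arrays only gave 490 clusters at 4 h and 2633 at 16 h, and array weights 6449 and 10439. Without replicate 1 of the 4 h vehicle, which had a narrow range of values, 5326 clusters were regulated at 4 h. In addition, 1 other split of the 6 arrays at 4 h gave 4248, and that split parted the arrays by interquartile range. Progestin-induced targets rose with MPA in 11, 13 and 13 of 15 members at 4, 8 and 16 h (12, 13 and 13 adjusted over the list alone, with 1 lower at 8 h in both counts, adjusted p = 0.000609, 0.000466 and 0.000391), and lipid and sterol synthesis in 14 of 15 at 16 h (14 adjusted over the list alone, adjusted p = 0.0105). Of 19 estrogen-induced targets, 12 fell with MPA at 16 h and 0 rose (15 and 0 adjusted over the list alone, adjusted p = 0.0105). The Wnt pathway passed at 4 h (6 higher and 3 lower of 17, 7 and 3 adjusted over the list alone, adjusted p = 0.0164), and steroid receptors at 8 and 16 h (2 of 3 lower, also when adjusted over the list alone, adjusted p = 0.0166 and 0.0105). At the other times the lipid, estrogen-induced, Wnt and steroid receptor lists did not pass with MPA (smallest adjusted p = 0.0902). ErbB feedback regulators, which passed with P4 at 8 h, gave adjusted p of 0.120, 0.0538 and 0.0690 with MPA at 4, 8 and 16 h, and this difference between the progestins was not tested for the list. Of 5 endothelial markers ESAM fell by 0.40 with MPA at 16 h (list adjusted p = 0.808).

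Directly compared, MPA and P4 differed for 6 clusters at 4 h (3 higher and 3 lower with MPA), 1 at 8 h (higher) and 5 at 16 h (3 higher and 2 lower). At an unadjusted p under 0.05, limma gave 4614, 1183 and 3500 clusters, where 2069 would be expected by chance. The named genes at 4 h were FOXO4 (0.68 ± 0.11), SNN (0.57 ± 0.11) and N4BP2L1 (-0.65 ± 0.11). At 16 h they were the monooxygenase gene FMO5 (0.79 ± 0.13), TIPARP, a target of the aryl hydrocarbon receptor (0.71 ± 0.12), FOXN3 (0.56 ± 0.07) and the thioesterase gene PPT1 (-0.36 ± 0.07). In fits of the compared arrays only, 0 clusters passed in limma at 4 h, 0 at 8 h and 2 at 16 h (4350, 1559 and 4285 at an unadjusted p under 0.05), and none of these named genes passed. Array weights gave 16 clusters at 8 h and 65 at 16 h. Quantile normalization gave 3 higher and 6 lower at 4 h, 2 and 1 at 8 h and 14 and 2 at 16 h, and with the interquartile range in the fit the splits were 2 and 3, 2 and 2, and 18 and 3. Leaving out an array gave 21 clusters at 4 h without replicate 2 of MPA, 1 without its replicate 3, 0 without replicate 1 of P4 and 1 without its replicate 2, and at 16 h 2 or 3 clusters without any of the 6 arrays. For PGR the difference at 16 h was -0.35 (95% interval -0.61 to -0.09, adjusted p = 0.487), for EGFR 0.10 (-0.12 to 0.32), for ESR1 0.04 (-0.19 to 0.26), for FKBP5 0.23 (-0.04 to 0.51) and for SCEL -0.82 (-1.39 to -0.26). Of 711 clusters changed at least 2-fold by both progestins at 16 h, the 95% interval of the difference lay within 1 log2 unit of 0 for 677 and within 0.5 for 419. At 4 h these counts were 333 and 210 of 349, and at 8 h 630 and 401 of 647. These sets required the same direction under both progestins on the same arrays, so clusters changed 2-fold by only 1 progestin were left out. At 16 h, 539 clusters rose and 378 fell at least 2-fold with P4, and 452 and 438 with MPA. The shares therefore do not measure agreement over all regulated clusters. For the median cluster the interval reached 0.31 to either side, so smaller differences were not resolved.

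At 16 h, 2279 clusters were higher and 2667 lower under both progestins, 0 in opposite directions, where independent lists would share 219.8 and 303.5. The changes correlated over clusters at r = 0.816, with 0.501 simulated for unchanged groups against the same vehicle arrays, and the covariance was 0.113 against 0.0193. With separate vehicle arrays (8 h for 1 progestin and 16 h for the other) r was 0.681 or 0.719. Clusters are not independent replicates.

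**Figure D3:**
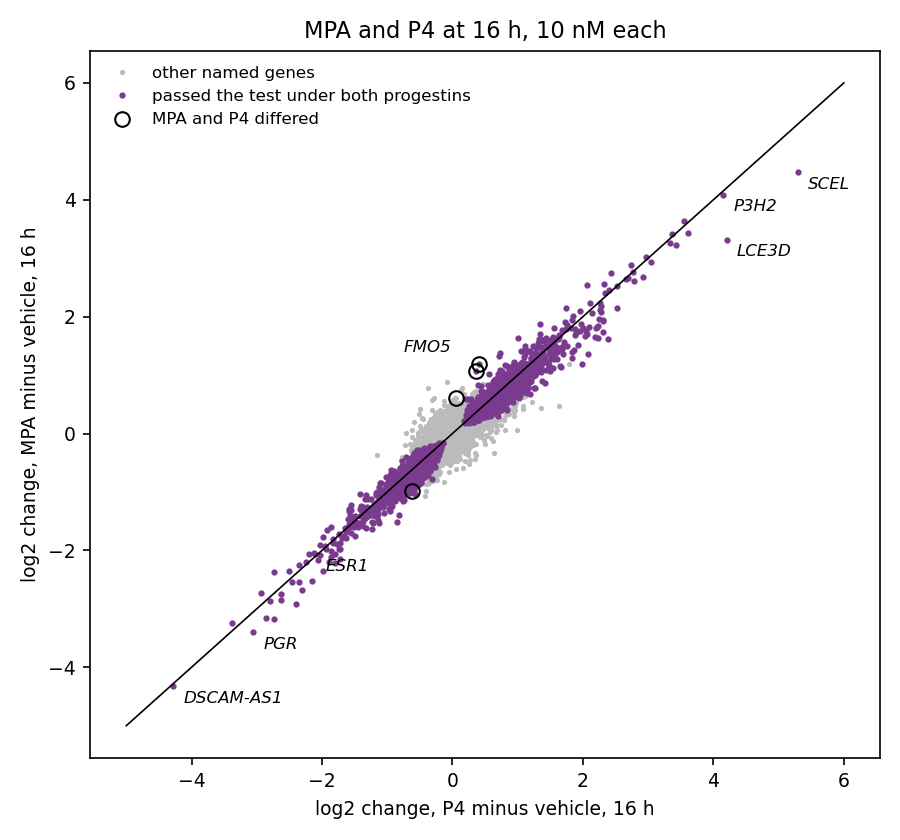
Log2 change with MPA against log2 change with P4 at 16 h for 13466 named genes (1 point per gene; both axes share the 16 h vehicle arrays), with the line of equal change. Genes regulated by both are dark and named genes that differed between the progestins, such as FMO5 (0.79), are ringed; SCEL has the measured values 5.29 with P4 and 4.47 with MPA, from a vehicle level under the 30th percentile of the arrays.

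E2 priming and P4 were set side by side to see whether the same transcripts responded. VGLL1 (-3.20 with priming) rose with P4 by 2.77 at 16 h, and JUN (-1.94) and MIR21 (-1.52) rose by 2.27 and 3.37. Conversely, ADRA2A, PDZK1, CXCL12, GPR139 and PGR rose with priming and fell with P4. Of the clusters that rose with priming, 486 fell with P4 at 16 h and 121 rose, where independent lists would share 83.5 and 83.3, and of those that fell, 656 rose and 318 fell (161.9 and 162.3 for independent lists). Both comparisons used the 16 h vehicle arrays, which alone gives opposed changes (covariance -0.0361 observed and -0.0193 simulated, r = -0.313 observed and -0.502 simulated, over clusters, which are not independent). With MPA at 16 h the opposed counts were 490 and 563 (97.6 and 137.6 for independent lists) and 117 and 369 went the same way (70.8 and 189.6 for independent lists), with a covariance of -0.0213 against the simulated -0.0193. Against P4 at 8 h, with its own vehicle, the opposed counts were 339 and 479 (76.1 and 124.1 for independent lists) and 141 and 387 went the same way (63.9 and 147.8 for independent lists), with r = -0.0277 over clusters.

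A further overlay tested fresh E2 in primed cells whose priming medium, with its 10 nM E2, had not been removed (n = 3 per group, and 5 for E2+P4). Groups without fresh E2 had therefore also received E2. Fresh E2 alone changed 2 clusters (1 without replicate 2 of E2 or without replicate 1 of the 16 h vehicle, 656 with array weights and 9 with the interquartile range in the fit), of which C1orf116, known as a gene regulated by androgen, was the named one (1.52 ± 0.12, adjusted p = 2.69e-09). In a fit of the compared arrays only, 1 cluster passed and C1orf116 did not (adjusted p = 0.218). C1orf116 fell under vehicle from 9.58 ± 0.06 at 0 h to 8.26 ± 0.24 at 16 h, and stood at 9.78 ± 0.10 with fresh E2 and at 10.47 ± 0.11 with P4. PGR (-0.18, 95% interval -0.44 to 0.08), GREB1 (0.03, -0.11 to 0.16) and TFF1 (0.18, -0.07 to 0.43) did not pass the test. None of the 26 lists passed for fresh E2, and at an unadjusted p under 0.05 limma gave 1785 clusters where chance would give 2069. Fresh E2 beside P4 changed 0 clusters in limma (4115 at an unadjusted p under 0.05, and 6 with array weights). Without replicate 5 of E2+P4, 344 clusters passed, and without its replicate 2, 230.

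Fresh E2 beside MPA was the last of these overlays. It changed 921 clusters, 561 higher and 360 lower, of which 58 and 4 changed by at least 2-fold. LCE3D rose by 3.29, CRCT1, another gene of the epidermal differentiation region, by 2.88, IGFL1 by 2.58, the chemokine gene CXCL11 by 2.39 and the hyaluronan receptor gene LYVE1 by 2.35. The kinase gene MAP2K6 fell by 1.07, CLDN8 by 1.01, LRRC31 by 0.89 and PALMD by 0.82. MIR3671 was also called lower, with group means of 4.37 and 3.35 that both lay under the 30th percentile of the arrays. In a fit of the 6 compared arrays only, 0 clusters passed in limma (3504 at an unadjusted p under 0.05), whereas array weights gave 1914. Without replicate 2 of E2+MPA, 250 clusters passed, without replicate 2 of MPA 536 and without its replicate 3, 600.

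With fresh E2 in both overlays, P4 regulated 5738 clusters (2460 higher and 3278 lower) and MPA 8202 (3325 and 4877). With the interquartile range in the fit the splits were 3396 and 3308 with P4 and 4526 and 4744 with MPA, and a fit of the compared arrays only gave 2971 clusters with P4. SCEL rose by at least 3.44 with P4 and 4.41 with MPA, P3H2 by 3.36 and 3.73, and TFCP2L1 by 3.10 and 3.87. DSCAM-AS1 changed by -3.37 and -4.16, PGR by -2.55 and -3.50, GPR139 by -3.14 and -3.28 and CCL2 by -3.09 and -3.32. ACSL1 (3.25), SGPP2 (3.23) and NRCAM (-2.84) were among the largest changes with P4, and LCE3D (6.09), LYVE1 (at least 3.36) and STC1 (-3.67) with MPA. Whether fresh E2 altered the P4 effect was tested directly, and 4 clusters passed, all lower with E2, with 1 passing in a fit of the compared arrays only and 40 with array weights, and with C1orf116 at -1.56 ± 0.17 and the metallothionein gene MT1X at -0.90 ± 0.16 named. Without replicate 2 or 3 of E2, replicate 1 of E2+P4, replicate 1 of P4 or replicate 1 of the 16 h vehicle, 2 clusters passed.

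With fresh E2 added to each progestin, MPA and P4 differed for 2517 clusters (1100 higher and 1417 lower with MPA), of which 87 and 24 differed by at least 2-fold. In a fit of the compared arrays only, 18 clusters passed (12 higher and 6 lower), and with the interquartile range in the fit of all arrays the split was 1730 and 1597. LYVE1 was higher with MPA by 3.17 ± 0.22 (7.89 ± 0.80, n = 3, against 4.72 ± 0.41, n = 5), LCE3D by 3.07 ± 0.30, IGFL1 by 2.43, CRCT1 by 2.41 and RASSF2 by 2.24. The bombesin receptor gene GRPR differed by -1.66, STC1 by -1.62, LRRC31 by -1.31, CCNP by -1.25 and MAP2K6 by -1.18. The SE rests on 1 spread per cluster over all 14 groups. For LYVE1 the SDs of these 2 groups were wider, so its SE may be too small. PGR was lower with E2+MPA than with E2+P4 (-0.95 ± 0.11) and EGFR higher (0.54 ± 0.10). Of 457 clusters changed at least 2-fold by both, the 95% interval lay within 1 log2 unit of 0 for 373 and within 0.5 for 148. This set, too, left out clusters changed 2-fold by only 1 progestin. Both progestins moved 1882 clusters up and 2793 down, where independent lists would share 197.7 and 386.4, and 6 went opposite ways. Both comparisons used the E2 16 h arrays, and their changes correlated over clusters, which are not independent, at r = 0.834 against 0.562 simulated for unchanged groups (covariance 0.105 and 0.0194). Whether fresh E2 altered the difference between MPA and P4 was tested after these counts were seen, and 729 clusters passed (527 higher and 202 lower). The split was 564 and 349 after quantile normalization, 680 and 465 with the interquartile range in the fit, and 22 and 2 in a fit of the compared arrays only. Array weights gave 1503 clusters in all. LCE3D (3.96), CRCT1 (3.58), IGFL1 (3.34) and LYVE1 (2.85) led the increases. STC1 (-1.33), ADRA2A (-1.29), GRPR (-1.28) and YPEL3 (-1.04) led the decreases. RAET1L was also called higher, without an exact size, since its means of 4.21 with E2+P4 and 4.09 with MPA lay under the 30th percentile of the arrays.

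The 5 arrays of E2+P4 differed among themselves. Their progestin response scores were 1.2, 1.57, 1.19, 1.18 and 1.58 for replicates 1 to 5 (SD 0.214), against 1.57 to 1.61 with P4 alone, 1.58 to 1.59 with MPA alone and 1.66 to 1.71 with E2+MPA, and no other group had an SD above 0.0778. Each result that uses E2+P4 rests on this spread. The SE and p-values of the fit take 1 spread per cluster over all groups, so they may be too small for these comparisons. Without replicate 2 of E2+MPA the difference between E2+MPA and E2+P4 held for 1122 clusters. The test added later gave 205 clusters without that array, 1139 without replicate 5 of E2+P4, 475 without replicate 1 of MPA, 478 without replicate 1 of P4 and 358 without replicate 3 of P4.

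**Figure D4:**
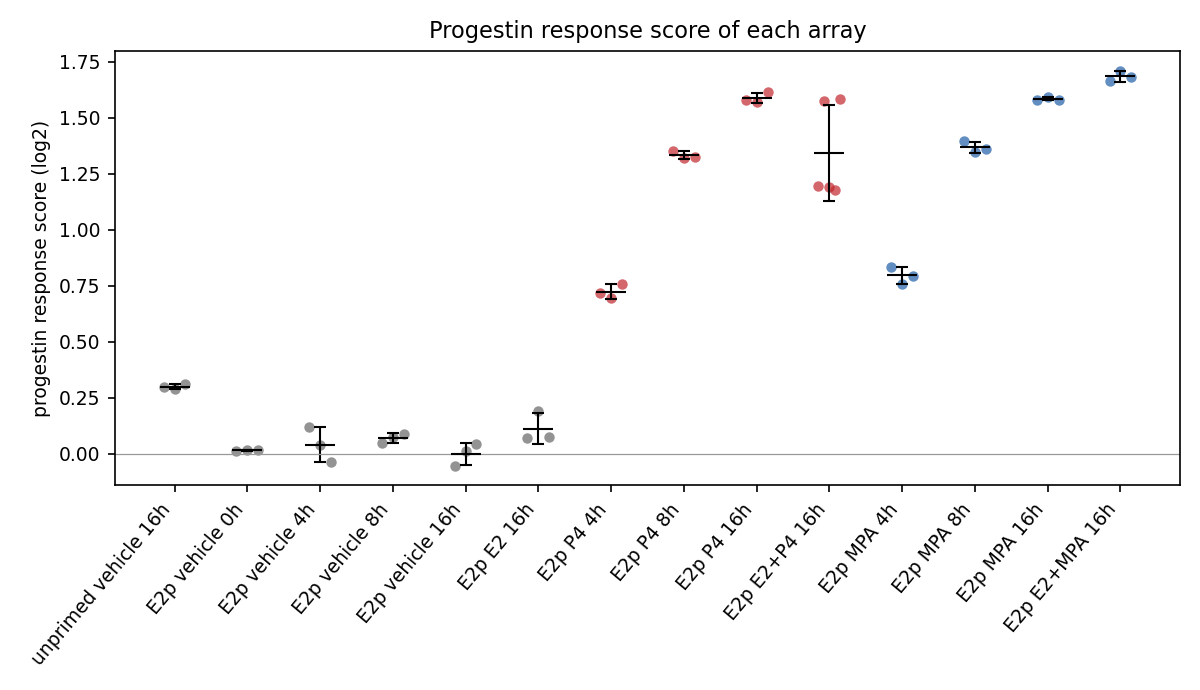
Progestin response score (mean log2 change over 711 clusters in the direction of the response) of all 44 arrays by group, with group mean and SD bars; the score is set from P4 and MPA at 16 h. E2+P4 arrays lay between 1.18 and 1.58, E2+MPA arrays between 1.66 and 1.71 and E2 arrays between 0.0686 and 0.191.

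Vehicle overlays were compared with each other for the level of change that the procedure gave on its own (n = 3 per group). KLF2, a transcription factor of flow and stress responses, fell by 1.05 at 4 h, 1.13 at 8 h and 1.33 at 16 h relative to 0 h. The heat shock genes HSPA1A (-0.47, 0.57 and 0.45) and HSPH1 (-0.56, 0.19 and 0.28) were lower at 4 h and higher later, TSKU was lower (-1.19, -0.94 and -0.96) and MIR4521 higher (2.19, 2.68 and 2.51). In total 802 clusters passed the F-test over time, 124 in a fit of the vehicle arrays only, 4602 with array weights and 1766 with the interquartile range in the fit. Against 0 h, 624 clusters passed at 4 h, 587 at 8 h and 426 at 16 h. Against 4 h, 108 passed at 8 h and 127 at 16 h, and 1 passed between 16 and 8 h. Without replicate 2 of the 0 h vehicle 430 clusters passed the F-test, and without its replicate 3, 473. The label of the 0 h overlay gives another ethanol dilution than those of the other vehicle overlays.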

Values the study reported

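The study gave 2140 as its count of genes that progesterone regulated at any time of its course. At 4 h it counted 963 genes that rose and 573 that fell.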

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

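The tests of explanations in this part were chosen only after the results were seen. So was the test of whether fresh E2 altered the difference between MPA and P4, with its splits. The other counts over splits of the arrays were planned.

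The effect of P4 differed between 16 and 4 h for 2775 clusters, the effect of P4 differed with and without fresh E2 for 4, and the difference between MPA and P4 differed with and without fresh E2 for 729. In the group of 5 E2+P4 arrays 87 measures were examined for an array far from the others, of which 4 had one, where chance at 1 in 20 gives 4.35. This looks for 1 array on its own and cannot flag arrays that part into sets. The progestin response scores (1.2, 1.19 and 1.18 beside 1.57 and 1.58) were not flagged, so the count does not show that the group was uniform. Replicate 2 had a recurrence score of 12.16 against 12.10 to 12.11 in the others (gap over range 0.755). For NPY1R replicate 1 had 7.06 against 7.55 to 7.64 (0.835), for HS3ST6 replicate 1 had 7.93 against 8.33 to 8.35 (0.941), and for N4BP2L1 replicate 4 had 5.67 against 5.92 to 6.01 (0.741).

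With fresh E2, MPA and P4 differed for 2517 clusters (18 in a fit of the compared arrays only), against 5 where E2 had been given only with the priming. With the interquartile range of each array in the fit 3327 clusters passed, 1730 higher and 1597 lower with MPA. The range followed the main spread between arrays within groups, so this covariate narrows the residuals and can raise a count by itself. The count therefore cannot decide whether a different range of values between the arrays was a source. A weaker or different treatment in part of the E2+P4 arrays may account for some of the difference, since the SD of their progestin response score was 2.75 times the largest SD of another group. It cannot be told apart from a biological difference between the progestins, because no label separates these arrays. Fresh E2 beside MPA, a comparison that holds no E2+P4 array, changed 921 clusters, but 250 without replicate 2 of E2+MPA and 0 in limma in a fit of its own 6 arrays (3504 at an unadjusted p under 0.05), so an effect of the treatment stays open.

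After priming, 34.0% of the regulated clusters were higher. A different range of values between the arrays may account for this imbalance, since the share was 46.8% with the interquartile range in the fit. A single vehicle array cannot be told apart from it as a source, since the share reached 40.9% without replicate 3 of the 16 h vehicle, between the bounds set for the test. More decreases than increases after E2 stays open as a biological explanation and was not tested.

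Between vehicle overlays 802 clusters changed with time. With the interquartile range in the fit 1766 clusters passed. That covariate also narrows the residuals, so the count cannot decide whether a different range of values between the arrays was a source. A single array as the whole source was argued against, since the lowest count was 430, without replicate 2 of the 0 h vehicle. Handling, time in the medium and the ethanol dilution at 0 h differ together between these groups and were not separated.

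For the comparisons of 3 against 3 arrays the splits are too few for a share under 0.05. For priming 1 of 10 splits gave as many clusters as the real one (3102, highest other 0), for P4 at 4, 8 and 16 h 1 of 10 each (3270, 5493 and 6549, highest others 60, 0 and 0), and for MPA at 4, 8 and 16 h 2, 1 and 1 of 10 (3427, 5901 and 6611, highest others 4248, 1 and 0). For MPA against P4 at 4, 8 and 16 h it was 2, 1 and 1 of 10 (6, 1 and 5, highest others 42, 0 and 0), for fresh E2 alone 2 of 10 (2, highest other 2), for fresh E2 beside MPA 1 of 10 (921, highest other 2) and for MPA with E2 1 of 10 (8202, highest other 1). The 4248 clusters for MPA at 4 h, more than the labels gave, and the 42 for MPA against P4 at 4 h, several times the real count, point to a structure of those samples. The split with 4248 parted the arrays by interquartile range. On 1 side were replicate 1 of MPA and replicates 2 and 3 of the vehicle (3.02, 3.08 and 3.14). On the other were replicates 2 and 3 of MPA and replicate 1 of the vehicle (2.99, 2.93 and 2.90). The split with 42 did not part them so. Whether the range was the source of those calls was not tested.

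The real count was the highest for P4 with E2 (5738, 1 of 56, highest other 3135). The same held for the F-statistic over the P4 time course (1021, 1 of 100, highest other 25) and for the gene list tests (18, 1 of 100, highest other 0). These shares were under 0.05, the bound set for the test. The splits for the gene lists mixed arrays of all the treatments compared, so they speak only against no treatment having any effect. They do not bear on the call of a single list. For E2+MPA against E2+P4 the share was also under 0.05 (2517, 2 of 56, highest other 2768). However, the split that gave more clusters than the labels put the E2+MPA arrays with replicates 2 and 5 of E2+P4 against replicates 1, 3 and 4, which points to a structure of the samples. For the test of whether fresh E2 altered the P4 effect, 3 of 100 splits gave as many (4, highest other 2118). For that of whether fresh E2 altered the difference between MPA and P4 it was 4 of 100 (729, highest other 2253). These splits exchanged arrays with and without fresh E2, so they also removed any effect of E2 itself. They cannot exclude chance for a change of the progestin effect alone. Other splits that call so many clusters point to a structure of the samples. For fresh E2 beside P4 the real count was 0 in limma (4115 at an unadjusted p under 0.05, 6 with array weights), which all 56 of 56 splits must reach, so their number decides nothing, while the highest other count of 2062 points to a structure of the samples. For the P4 effect at 16 against 4 h 14 of 100 splits gave as many (2775, highest other 6310), and for the vehicle overlays 6 of 100 (802, highest other 1193), so chance was not excluded by count. The other 13 splits of the former kept the P4 arrays parted by time, and with those arrays mixed the largest count was 861.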

How the results depend on the processing

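The interquartile range in the fit and the leaving out of arrays for gene lists were chosen only after the results were seen. So were the fits without 2 vehicle arrays or without the E2+P4 arrays. The same holds for all alternatives of the test of whether fresh E2 altered the difference between MPA and P4 (called the added test below).

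Of 836 values for named genes, 827 of the 831 left by the 50th percentile filter kept their side of the threshold, as did 819 without a filter, 818 after quantile normalization, 814 with array weights, 815 with the range in the fit, 815 without 2 vehicle arrays of narrow range, 733 of 735 without E2+P4 arrays, 648 in fits of the compared arrays only and 627 at an adjusted p of at most 0.0001. Leaving out 1 array kept 5294 of 5644. Counts given below are those over 1.5 times from the ones reported, and unless the setting itself shows why (a stricter threshold, fewer arrays), the cause was not tested. INSIG1 at 4 h reversed with other controls, from -0.41 with P4 and -0.41 with MPA to 0.18 for each with pooled vehicles and 0.49 for each with the 16 h vehicle. Signal over background of single probes was not used here, so the filter on low values stands in for it, and array weights stopped before full convergence.

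At an adjusted p of at most 0.0001, 754 clusters passed for priming, 964, 1701 and 2076 for P4 and 946, 1785 and 2039 for MPA at 4, 8 and 16 h, 0 and 1 for MPA against P4 at 4 and 16 h, 261 with E2, 477 for P4 at 16 against 4 h, 1 for fresh E2, 56 beside MPA, 1626 and 2912 for P4 and MPA with E2, 1 for E2 by P4, 20 for the added test and 120 for the vehicles, while 7543 passed the time course F-statistic at 0.05.

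With array weights the counts were 6258 for priming, 5636, 8952 and 11510 for P4, 6449 and 10439 for MPA at 4 and 16 h, 16 and 65 for MPA against P4 at 8 and 16 h, 5784 for P4 at 16 against 4 h, 656, 6 and 1914 for fresh E2 alone, beside P4 and beside MPA, 40 for E2 by P4, 1503 for the added test, 4602 for the vehicles and 2220 for the F-statistic. With the range in the fit MPA against P4 gave 4 and 21 clusters at 8 and 16 h. Fresh E2 alone and beside MPA gave 9 and 1476. The added test gave 1145, the vehicles 1766, and 33 of the 208 gene list tests passed.

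In fits of the compared arrays only the counts were 962 for priming, 735 and 3563 for P4 and 490 and 2633 for MPA at 4 and 16 h, 0, 0 and 2 for MPA against P4, 18 with E2, 1224 for P4 at 16 against 4 h, 1 and 0 for fresh E2 alone and beside MPA, 2971 for P4 with E2, 1 for E2 by P4, 24 for the added test and 124 for the vehicles. Quantile normalization gave 3 and 16 for MPA against P4 at 8 and 16 h, 2 for E2 by P4 and 43 gene list tests. The 50th percentile filter gave 2 and 2 for MPA against P4 at 4 and 8 h, and no filter 2 for E2 by P4. Without 2 vehicle arrays of narrow range MPA at 4 h gave 5956 and MPA against P4 13 and 3 at 4 and 8 h, and without E2+P4 arrays 8 and 20 at 8 and 16 h. Pooled vehicles gave 5172 for P4 and 6138 for MPA at 4 h. The F-statistic gave 1545 with the 0 h vehicle, 2078 over 18 arrays with vehicles of the same time and 3378 in all 44 arrays. With a preset correlation 67 gene list tests passed, and with fry, which does not compare a list with other genes, 123.

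With the replicate number as a block, MPA against P4 gave 10, 2 and 11 clusters at 4, 8 and 16 h, fresh E2 beside P4 gave 18 and the F-statistic 459. Of the gene list calls, 1 was lost and 1 was gained with the block. Arrays of the same number did not deviate together (mean correlation 0.0204 over 273 pairs, -0.00831 over 624 other pairs), and 18 of 44 arrays correlated best with their own number, so the numbers were not taken as pairs.

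Leaving out each array in turn gave 2073 to 3287 for priming, 2463 to 3526, 4285 to 4697 and 5241 to 5929 for P4, 2561 to 5326 (without replicate 1 of the 4 h vehicle), 4561 to 5019 and 5121 to 6915 for MPA, 0 (without replicate 1 of P4) to 21 (without replicate 2 of MPA), 1 to 1 and 2 (without replicate 2 of MPA) to 3 for MPA against P4, 1122 (without replicate 2 of E2+MPA) to 2993 with E2, and 2204 to 2916 for P4 at 16 against 4 h. It gave 1 (without replicate 2 of E2) to 3, 0 to 344 (without replicate 5 of E2+P4) and 250 (without replicate 2 of E2+MPA) to 989 for fresh E2 alone, beside P4 and beside MPA, 4157 to 5812 and 6698 to 7548 for P4 and MPA with E2, 2 (without replicate 2 of E2) to 5 for E2 by P4, and 205 (without replicate 2 of E2+MPA) to 1139 (without replicate 5 of E2+P4) for the added test. The vehicles gave 430 (without replicate 2 at 0 h) to 853 and the F-statistic 549 (without replicate 2 of the 16 h vehicle) to 779. For the gene lists 17 to 22 tests passed, with 1 call lost, without replicate 1 of the 4 h vehicle. The recurrence score gave 0.481 to 0.574. The score difference was 0.512 after quantile normalization and 0.638 with GAPDH, the 1 measured reference gene, subtracted.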

Other observations

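The added gene lists and the relation to the range of values below were examined only after the results were seen.

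Further signalling genes changed with priming and again with P4. The secreted Wnt antagonist gene DKK1 fell by 1.98 with priming, rose by 2.53 at 4 h of P4 and stood at 0.22 after 16 h. IRS1, the adaptor of the insulin receptor, rose by 1.34 with priming and fell by 1.41 with P4 at 16 h. With priming, G1/S and DNA replication had 6 of 22 members higher and 0 lower (8 and 0 adjusted over the list alone, adjusted p = 0.225), and lipid and sterol synthesis 1 higher and 3 lower of 15 (1 and 9 adjusted over the list alone, adjusted p = 0.373).

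Because heat shock genes, cornified envelope genes and JAG1 had stood out, lists of heat shock genes, cornified envelope genes and the Notch pathway were tested without the genes that had led to them. None of the 24 tests passed (smallest adjusted p = 0.478). Of 18 further cornified envelope genes, 7 were higher and 1 lower with P4 at 16 h (unadjusted p = 0.0944) and 5 and 1 with MPA (unadjusted p = 0.0591), and a missed threshold does not show that the list did not shift.

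Within groups, the first component of the spread between arrays held 24.8% of the variance and followed the interquartile range of the array (Pearson r = 0.935, Spearman rho = 0.889, n = 44, permutation p = 1e-05 for both, the smallest possible, and r = 0.90 without the 2 arrays farthest in range). This was 1 relation examined.

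The moderated t-statistics of P4 at 4, 8 and 16 h against the 16 h vehicle passed at any time for 1135 clusters from 630 named genes. That is lower than the count of genes over the time course quoted from the study above. The counts are not alike, since the study counted genes and 37519 of 53617 clusters were unnamed here. The 1135 clusters include unnamed ones, so missing names do not account for that count being lower. The study also filtered its transcripts by a rule that its methods do not state. The F-statistic passed for 1021 clusters from 581 named genes. At the same threshold it gave 1545 clusters with the 0 h vehicle as control, 2078 over 18 arrays with vehicles of the same time, and 3378 in the fit of all 44 arrays. At 4 h, 298 clusters were higher and 83 lower in the same fit. Those are lower than the counts quoted from the study above, which are of genes and for which the study names no separate threshold at 4 h. Against the 4 h vehicle in the fit of all arrays, 751 clusters were higher and 213 lower at the same threshold.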
